A study of Sus scrofa with 6 samples. Its data were reported in "Integrative single-cell RNA-seq and ATAC-seq analysis of myogenic differentiation in pig" (2023).

How the data were processed

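Chromatin accessibility in single nuclei or cells was profiled by single-cell ATAC-seq, in which the Tn5 transposase cleaves open DNA and each fragment carries the barcode of its droplet. There were 6 libraries, 1 for each combination of 3 stages and 2 breeds. Somites were taken at embryonic days 18 (E18) and 21 (E21) and myotomes at embryonic day 28 (E28), from purebred Tibetan pigs (ZZ) and Duroc × Tibetan crosses (DZ). Each library pooled 5 embryos of a single sow. The RNA libraries of the study were not used here.

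The authors aligned the reads to the Sscrofa11.1 assembly with Cell Ranger ATAC, called peaks separately in each library and called barcodes as cells. The deposited matrices hold raw counts of Tn5 cut sites for each peak and barcode, with no normalization. Between 90.1% and 92.4% of the nonzero values of a library were even, as arises when both ends of a fragment fall in the same peak. The deposited peak lists give the start and end of each peak and no score. Counts exist only inside the peaks called in the library in question, so a region without a called peak is listed at 0, and a sum over a region depends on how much of it was called. No peak extended past the end of a chromosome.

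Barcodes with 2000 to 30000 counts in peaks were kept, which applied to 58809 of the 64439 deposited barcodes (91.3%); 3566 fell below and 2064 above these limits. The filters of the study on mitochondrial reads, enrichment at transcription start sites, nucleosome signal and fraction of reads in peaks were not used here, since the values they need were not analysed here. No doublet caller was run, and the only guard against doublets was the upper limit of 30000 counts. Barcodes are called cells in the text with this reservation. The count limits of the study refer to fragments. Read on the scale of 2 cut sites per fragment they become 4000 to 60000 counts, and that filter kept 54669 barcodes and was tried as an alternative.

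Peaks of the 6 libraries that overlapped by at least 1 bp were merged into regions, and the counts of the kept barcodes were summed per region and library. Gene windows spanned the gene body plus 2 kb before its start, with genes taken from the RefSeq annotation of Sscrofa11.1 (release 106, 27469 genes), and each window received the counts of every peak that it overlapped by at least 1 bp. The length of sequence covered by the called peaks was recorded beside each sum. Peaks were assigned to genomic elements in the order exon, promoter (2 kb upstream of a start site), 5′ UTR, 3′ UTR, intron and distal.

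Stages and breeds were compared with the edgeR quasi-likelihood test (version 4.0.16, R 4.3.3) with TMM normalization, the filterByExpr filter on low counts, a term for stage and a term for breed, and Benjamini-Hochberg adjusted p under 0.05. Each stage and breed had 1 library, so no test was possible within a stage and breed, and the interaction of stage and breed could not be tested. The 2 libraries of a stage served as its replicates after the additive breed term, which left 2 residual degrees of freedom. Stage and tissue changed together at E28 and cannot be separated. Regions were tested when all 6 libraries had a peak there (78533 regions). The breed comparison was refitted for all 10 splits of the 6 libraries into 3 and 3. Standard errors of log2 fold changes were derived from the fold change and the F statistic. DESeq2 1.42.0 was run as the other tool. Cells are not replicates, so cells were never tested against each other.

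Cells were clustered on binary accessibility of 39652 regions of odd-numbered autosomes, leaving out 100 kb around every marker gene and every named gene. Term frequency and inverse document frequency were computed with a scale of 10000, and 50 latent semantic components were extracted with scikit-learn 1.9.0. The first component, whose absolute Pearson correlation across cells with the log depth was 0.977, was dropped. Each cell was linked to its 5 nearest neighbours in each library, which balances the libraries, and Leiden clustering was run at a resolution of 0.3 (leidenalg 0.10.2). A cluster received a name when at least 3 windows of a marker list had at least 5 CPM and a log2 fold above 0.5 against the other cells, with a pseudocount of 2 CPM. The list with the highest mean log2 fold gave the name, unless another list had more genes among the 10 windows with the largest fold. The marker lists and the named genes together held 105 different genes, of which 101 were in the annotation. Myogenic-like cells were clustered again at a resolution of 0.6. The sub-clusters were to be named progenitor-like or myocyte-like. No sub-cluster met the requirement for progenitor-like, so myocyte-like cells were compared with all other myogenic-like cells, which departs from the plan. The comparison used counts summed per library and sub-class, the edgeR quasi-likelihood test with library as a block, and regions of even-numbered autosomes alone, which had no part in the clustering. Regions within 20 kb of the start sites of EGR1 and RHOB were added to that fit.

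Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals. These intervals cover counting error only and not the variation between embryos or sows. Differences in shares between breeds were tested with an exact sign-flip test over the 3 stages, two-sided, for which the smallest possible p was 0.25.

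The items named in the text were fixed before the data were examined: the windows of 18 genes that the study discusses (among them PAX3, PAX7, MSC, MYF5, MYF6, MYOD1, MYOG, MYH3, MYL1, CKM, ACTC1, MYBPC3, SOX6, HOXB8, MEIS1, EGR1 and RHOB), and the 5 regions with the largest rise and the 5 with the largest fall for E28 against E18 and for DZ against ZZ, among regions past the threshold that changed in the same direction in every pair of libraries. MYH3 was not found under that symbol and was not analysed here. The separate results of 1 other of these genes and of 1 of these regions are not reported here, and they are left out of the counts over single windows and regions under alternatives. Items named outside this rule are marked as chosen after their values were seen.

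The fits were tested on simulated data in which 200 features were changed by 2-fold or 4-fold at the common dispersion of the real libraries (biological coefficient of variation 0.295 for regions and 0.307 for gene windows). Every feature of a simulation had the same dispersion, whereas real features differ, so the shares recovered hold for that setting. Between E28 and E18, 3% of the regions with a 2-fold change and 60% of those with a 4-fold change were recovered. Between the breeds the shares were 7% and 95%. For gene windows they were 1% and 52% between E28 and E18, and 10% and 93% between the breeds. In the comparison of sub-classes 50% and 97% of the changed regions were recovered.

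The alternatives chosen before the data were examined were all deposited barcodes, size factors of DESeq2 within edgeR, the DESeq2 Wald test, no filter on low counts, no breed term or no stage block, autosomes only, regions with a peak in any library, regions whose covered lengths lay within 1.5 times of each other in the 6 libraries, promoters in place of gene windows, a reciprocal overlap of 50%, peaks open in at least 1% or more than 10% of kept barcodes, promoters ahead of exons, a lower limit of 5000 counts, no balancing between libraries, other Leiden resolutions (0.6 for clusters and 1.0 for sub-clusters) and leaving out each library in turn. The alternatives added later were the filter at the scale of fragments, the log of the covered length as an offset, and the limit of 1.5 times on covered length for gene windows. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the remaining steps.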

Results

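Accessible chromatin was compared between 3 stages of early muscle formation and between purebred Tibetan embryos (ZZ) and Duroc × Tibetan embryos (DZ) in 6 single-cell ATAC-seq libraries, 1 per stage and breed. E18 and E21 libraries came from somites, the embryonic segments that give rise to trunk muscle, and E28 libraries came from myotomes, the muscle-forming part of the somite. There were no replicates within a stage and breed, so every test between stages or breeds used the 6 libraries together.

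The deposited matrices held 64439 barcodes, of which 58809 passed the count limits. Kept barcodes numbered 11243 and 10073 at E18 (ZZ and DZ), 9286 and 9347 at E21, and 9410 and 9450 at E28. The totals of kept counts, which are Tn5 cut sites in peaks, were 133037579 and 124725894 at E18, 109989839 and 106665140 at E21, and 89816504 and 98654857 at E28. The median count per kept barcode ranged from 8084.5 in E28 ZZ to 11452 in E18 DZ. Peaks had been called separately in each library, and their number fell with stage: 217138 and 199846 at E18 (ZZ and DZ), 171898 and 188857 at E21, and 131975 and 137769 at E28. The sequence they covered was 191 and 168 Mb at E18, 147 and 158 Mb at E21, and 102 and 108 Mb at E28, with median peak widths of 530 to 561 bp. Depth, peak number and covered length therefore changed together with stage.

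The first comparison asked how far the called peak sets were shared. The 1047483 peaks merged into 294825 regions, of which 78533 (26.6%) held a peak of all 6 libraries. These shared regions held between 81.7% and 90.6% of the counts of a library. The alternative that moved the shared percentage most was a reciprocal overlap of 50%, which lowered it to 18.6%. The Jaccard index over bases averaged 0.743 ± 0.0327 (SD, n = 3) in the 3 pairs of libraries of the same stage, against 0.501 ± 0.0914 (SD, n = 6) in pairs of the same breed at other stages and 0.499 ± 0.0936 (SD, n = 6) in pairs that differed in both. The lowest value of a same-stage pair, 0.708, lay above the highest value of any other pair, 0.604. The correlation of log2 CPM across shared regions, which are not independent replicates, averaged 0.951 in same-stage pairs, 0.831 in pairs of the same breed and 0.826 in the remaining pairs. Regions with a peak in both libraries of a stage and in no other library numbered 37531 for E18, 6505 for E21 and 6589 for E28, against 40 to 2236 for the other 12 pairs of libraries.

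Genomic elements were assigned to all peaks of each library. Exons held 14.6% ± 0.726 of peaks (mean ± SD over 6 libraries), promoters 4.01% ± 0.429, 5′ UTRs 0.604% ± 0.0485, 3′ UTRs 1.31% ± 0.0194, introns 43.6% ± 0.875 and distal sequence 35.9% ± 0.307. Of the bases of the assembly, 2.30% were exonic, 2.62% promoter, 49.7% intronic and 43.9% distal. The shares differed little between libraries, and exons ranged from 13.7% to 15.6%. The choice of peaks moved these shares most: among peaks open in more than 10% of kept barcodes, exons held 67.3% and introns 6.97%. Placing promoters ahead of exons raised the promoter share to 11.101% and lowered the exon share to 7.47%.

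The stage comparison of regions asked where accessibility changed as somites developed. Of the 78533 shared regions tested with edgeR, 29162 passed the threshold between E28 and E18, of which 14929 were higher and 14233 lower at E28. Between E21 and E18, 5173 regions passed (3772 higher and 1401 lower at E21). Between E28 and E21, 5603 passed (1984 higher and 3619 lower at E28). These counts depended on single libraries. Without E18 DZ the count between E28 and E18 was 8740, and without E18 ZZ it was 16943. Between E21 and E18 the count was 169 without E18 DZ, 1799 without E18 ZZ, and 0 without E21 ZZ or without E21 DZ by edgeR, where 16122 and 10655 regions had an unadjusted p under 0.05. It rose to 16792 without E28 ZZ and to 17080 without E28 DZ. Between E28 and E21 it was 0 without E21 ZZ or without E21 DZ (13603 and 13561 regions with an unadjusted p under 0.05) and 16162 without E28 ZZ. With all 6 libraries the DESeq2 Wald test called 33965, 14219 and 15466 regions in the 3 contrasts. Of the 78533 tested regions 25.8% were exonic and 31.6% distal. Among those higher and lower at E28 than at E18 27.2% and 28.8% were exonic. Among those higher at E21 than at E18, 12.3% were exonic and 45.0% intronic, and among those lower 33.3% were exonic and 30.8% intronic.

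The log2 fold changes followed the length of sequence that peaks covered in each library. Across the 78533 regions, which are not independent replicates, the log2 fold change between E28 and E18 had a Pearson correlation of 0.886 and a Spearman correlation of 0.868 with the log2 ratio of covered lengths, and 84.1% of the called regions changed in the direction of their covered length. For the regions called between E21 and E18 this share was 97.6%, and between E28 and E21 it was 95.9%. The limit of 1.5 times on covered length left 25935 regions, of which 9087 were called (4670 higher and 4417 lower at E28). With the log of covered length as an offset, which compares counts per covered base, 40976 regions were called, 35956 higher and 5020 lower, and the median region was higher by 0.43 on the log2 scale. Of the 29162 regions, 19002 were called in the same direction with the offset and 1020 in the opposite direction.

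**Figure D1:**
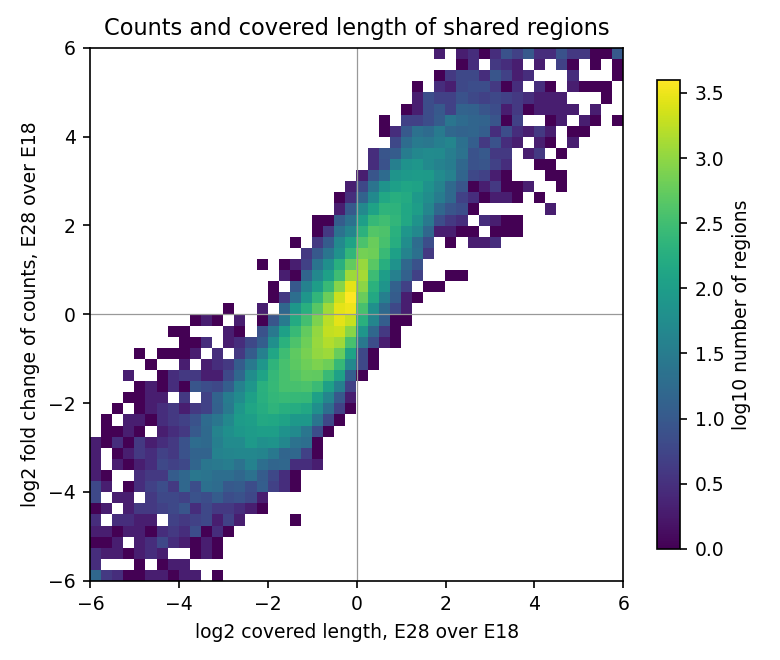
Log2 ratio of covered length (x axis) against log2 fold change of counts (y axis), E28 over E18, for the 78533 shared regions; colour gives the log10 number of regions per bin, and values beyond the axes are placed at the edge. The Pearson correlation across regions was 0.886.

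The 5 regions with the largest rise between E18 and E28 on Sscrofa11.1 had between 1 and 81 bp of called sequence at E18. The SORCS1 region had the most (76 and 81 bp, against 502 and 422 bp at E28). They were an intronic region of FOXP1 on chromosome 13 (52904465 to 52907633), a distal region near KLF14 on chromosome 18 (18104698 to 18105796), an intronic region of SORCS1 on chromosome 14 (117759048 to 117760163), an intronic region of DDAH1 on chromosome 4 (130541446 to 130542442) and a distal region near MCHR2 on chromosome 1 (66820094 to 66820740). The FOXP1 region had a log2 fold change of 10.42 ± 0.499 (SE, 2 libraries per stage, edgeR adjusted p 0.00234), and peaks covered 2 and 7 bp of it at E18 against 1547 and 2186 bp at E28. The other rises were 8.90, 8.79, 8.66 and 8.31 on the log2 scale. The 5 regions with the largest fall had almost no called sequence at E28. Among them were distal regions near CUL1 on chromosome 9 (109628086 to 109628699), DYSF on chromosome 3 (70936219 to 70937167) and LOC106504553 on chromosome 7 (119968802 to 119971151), and an intronic region of WWC1 on chromosome 16 (55543491 to 55546180). The E28 libraries had 0 counts in the CUL1 region, against 242 at E18, a change in CPM of at least 59.0-fold with a floor of 3 counts. The counts of the other regions named here at the lower stage were small, so the ratios of CPM carry wide exact 95% intervals, which cover counting error only: FOXP1 1477 (576 to 5424, 4 counts), KLF14 490 (258 to 1073, 9 counts), SORCS1 591 (105 to 23390, 1 count), DDAH1 537 (95.9 to 21283, 1 count), MCHR2 378 (104 to 3130, 2 counts), DYSF 822 (147 to 32490, 1 count), LOC106504553 688 (123 to 27205, 1 count) and WWC1 347 (149 to 1071, 5 counts). All 10 changed in the same direction in both breeds because the rule that chose them required it. With covered length as an offset the rises were 6.54 for SORCS1, 4.2005 for DDAH1, 4.17 for KLF14 and 1.80 for FOXP1, and the DYSF region fell by 2.57 and the WWC1 region fell by 2.25, each past the threshold (largest adjusted p 0.0451). The MCHR2 region changed to -0.52 (adjusted p 0.738), and the regions near CUL1 (0.0682) and LOC106504553 (0.756) did not pass.

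Regions whose covered lengths lay within 1.5 times gave smaller changes, and the following were chosen after their values were seen. The largest rise among them was a distal region near NFIB on chromosome 1 (208472680 to 208474490), with 2.88 and 3.01 CPM at E18 (ZZ and DZ), 8.16 and 11.3 at E21, and 32.3 and 38.6 at E28 (log2 fold change 3.34 ± 0.199 SE, edgeR adjusted p 9.93e-07). An intronic region of IMMT on chromosome 3 (58582691 to 58583967) rose by 3.03 and an intronic region of LAMB1 on chromosome 9 (107716369 to 107717851) by 2.97 on the log2 scale. Among named genes with falling regions, an exonic region near INSL3 on chromosome 2 (59922288 to 59924393) fell by 2.46, a distal region near SOX13 on chromosome 9 (64658915 to 64661047) fell by 2.45 and an exonic region of SLC12A5 on chromosome 17 (48191715 to 48193567) fell by 2.33.

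Gene windows gave the same question at the level of genes. Of 22813 windows tested with edgeR, 9792 passed between E28 and E18 (4754 higher and 5038 lower at E28), 494 between E21 and E18 (199 higher and 295 lower) and 1450 between E28 and E21 (244 higher and 1206 lower). The DESeq2 Wald test called 14039, 7840 and 7953. Among the settings that kept all 6 libraries, promoters alone gave the lowest count for E21 against E18, 18. Without E18 DZ 1519 windows passed between E28 and E18, and without E18 ZZ 4608. Between E21 and E18 the count was 1 without E18 DZ, 2 without E18 ZZ, 0 without E21 ZZ (4174 windows with an unadjusted p under 0.05) and 1 without E21 DZ, and it was 2488 without E28 ZZ and 2884 without E28 DZ. Between E28 and E21 it was 525 and 483 without E18 ZZ and E18 DZ, 28 and 94 without E21 ZZ and E21 DZ, and 3128 without E28 ZZ. Across windows, which are not independent replicates, the log2 fold change between E28 and E18 had a Pearson correlation of 0.967 and a Spearman correlation of 0.819 with the log2 ratio of covered lengths, and 65.0% of the called windows changed in the direction of their covered length. For the windows called between E21 and E18 this share was 98.8%, and between E28 and E21 it was 95.3%. Of the 494 windows called between E21 and E18, 35 had covered lengths within 1.5 times.

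Of the 18 genes taken from the study, 17 had a window, and 8 of these passed between E28 and E18 over all windows. The count adjusted over the list alone was also 8, and since the study took these genes from its own analysis of these samples, that count is not independent evidence. Values are in CPM, ZZ before DZ, with edgeR log2 fold changes ± SE over 2 libraries per stage, and the positions are those of the gene body, without the 2 kb that the window adds. The window of MYOG (gene on chromosome 9, 113783233 to 113785312) had 7.48 and 6.55 at E18, 10.1 and 12.1 at E21, and 16.8 and 24.3 at E28, a rise of 1.53 ± 0.223 (adjusted p 0.00808), while peaks covered 3265 and 1974 bp at E18 and 1896 and 2215 bp at E28. It no longer passed without E18 DZ (1.24, adjusted p 0.0567), and its rise with covered length as an offset was 1.84. The window of EGR1 (gene on chromosome 2, 140440829 to 140445302) rose by 0.90 ± 0.1332 (adjusted p 0.00817) with covered lengths of 5252 and 4148 bp at E18 and 6746 and 8860 bp at E28, its change with covered length as an offset was 0.17 (adjusted p 0.248), and it did not pass without E18 DZ (adjusted p 0.0651) or with promoters alone (0.132). SOX6 (chromosome 2, 42447391 to 43068824) rose by 0.26 ± 0.0696 (adjusted p 0.0356), and it did not pass without the breed term (adjusted p 0.0866), with promoters alone (-0.11, adjusted p 0.4925) or without E18 ZZ (0.155), E18 DZ (0.2001), E21 DZ (0.0635), E28 ZZ (0.102) or E28 DZ (0.209). PAX3 (chromosome 15, 124093803 to 124193041) fell by 0.83, MEIS1 (chromosome 3, 75485024 to 75625855) fell by 0.59, HOXB8 (chromosome 12, 24865985 to 24879706) fell by 1.49 and CKM (chromosome 6, 51704021 to 51716935) fell by 0.55, and in each of these 4 windows the covered length fell as well. For HOXB8 the peaks counted covered 69437 and 65605 bp at E18, far beyond the gene itself, against 14394 and 15200 bp at E28. With covered length as an offset PAX3, MEIS1 and HOXB8 changed by 0.33, 0.63 and 0.67, against a median window of 0.53 under that setting, and CKM by -0.01. None of the 4 passed without E18 DZ (adjusted p 0.0629 for PAX3, 0.0615 for MEIS1, 0.0903 for HOXB8 and 0.254 for CKM). HOXB8 and CKM did not pass without E18 ZZ either (0.0538 and 0.126), nor did CKM without E28 ZZ (0.134). With promoters alone none of the 4 passed (adjusted p 0.0590 for PAX3, 0.223 for MEIS1, 0.943 for HOXB8 and 0.215 for CKM), and MEIS1 and HOXB8 changed by 0.22 and 0.0747. MYBPC3 (chromosome 2, 15247679 to 15269714) fell by 3.97 ± 0.328 (adjusted p 0.00362), from 58.7 and 56.5 CPM at E18 to 5.46 and 2.32 at E28, with covered lengths of 8525 and 7176 bp at E18 and 1400 and 720 bp at E28. Its fall was 1.06 with the offset, and it passed the threshold under every alternative that gave it a value. Of the other 9 windows, 8 changed by between -0.31 (PAX7) and 0.36 (ACTC1). The window of MYL1 (gene on chromosome 15, 113038083 to 113051315) had a called peak in the E18 libraries alone and is listed at 0 in the other libraries, so no fold is given.

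The breed comparison asked whether purebred and crossbred embryos differed. By edgeR 0 of the 78533 regions passed between DZ and ZZ with stage as a block. At an unadjusted p under 0.05 there were 3879 regions, and 3926.7 would be given by chance. The DESeq2 Wald test called 159 regions (129 higher and 30 lower in DZ), the largest count of any alternative. Of the gene windows 1 passed by edgeR, that of SENP3 (gene body on chromosome 12, 52857463 to 52867583), which was named after its values were seen, and 527 passed by DESeq2. Its counts were 3899, 4036 and 4243 in the ZZ libraries at E18, E21 and E28, and 11784, 13895 and 15717 in the DZ libraries, while its peaks covered 2406, 2252 and 2119 bp in ZZ and 4590, 4672 and 4589 bp in DZ. A peak at the end of the window reached 57, 16 and 16 bp into it in the DZ libraries and 0 bp in the ZZ libraries, so that its counts entered the window in DZ alone. It passed in none of the 6 fits without a library. The edgeR counts were 0 without E21 ZZ, E28 ZZ or E28 DZ (606, 915 and 922 windows with an unadjusted p under 0.05), and the 1 window called without E18 ZZ, E18 DZ or E21 DZ was not that of SENP3. None of the 17 named gene windows passed, their largest absolute log2 fold change was 0.44 and their smallest unadjusted edgeR p was 0.0533. Regions with a peak in all 3 libraries of one breed and in none of the other numbered 282 (87 for ZZ and 195 for DZ), and 7 of the 10 splits of the libraries into 3 and 3 had at least as many. Among the 4 splits that separated the libraries of every stage, the breeds had the largest number, and the other three had at most 246. With peaks open in at least 1% of kept barcodes the number was 172, and another of these 4 splits had 183.

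Clustering of the kept cells gave 5 clusters. Cluster 0 held 29271 cells with raised windows of fibroblast and mesenchyme markers (7 of 9 markers), cluster 3 held 6852 cells with raised myogenic markers (12 of 13), and cluster 4 held 1624 cells with raised endothelial markers (6 of 8). Cluster 1 (11522 cells) had raised neuron markers (6 of 8) together with 3 epithelial markers, and cluster 2 (9540 cells) had raised neural progenitor markers (5 of 7) together with 3 neuron and 3 neural crest markers. The names depended on the settings, most of all for clusters 1 and 2. At a resolution of 0.6, 72.6% of the cells of cluster 1 lay in a cluster named epithelial and 25.5% in one named neuron, and with at least 5000 counts 76.8% and 22.5% did. With at least 5000 counts 99.6% of the cells of cluster 2 lay in the cluster named neuron, while at a resolution of 0.6 99.4% lay in one named neural progenitor. Of cluster 0 29.4% lay in a cluster named chondrogenic at a resolution of 0.6 and 22.1% without balancing. Without balancing 49.1% of cluster 1 and 24.4% of cluster 3 lay in clusters named fibroblast and mesenchyme. The share of cluster 0 was 23.2% and 18.8% at E18 (ZZ and DZ), 49.5% and 64.6% at E21, and 78.9% and 71.0% at E28. Clusters 1 and 2 held 42.5% and 23.2% of E18 ZZ, 31.9% and 37.0% of E18 DZ, and 2.33% and 1.998% of E28 ZZ. In cluster 0, 3 chondrogenic markers were raised as well. The lists of blood, cardiac, intermediate mesoderm, and hepatic and gut markers named no cluster.

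**Figure D2:**
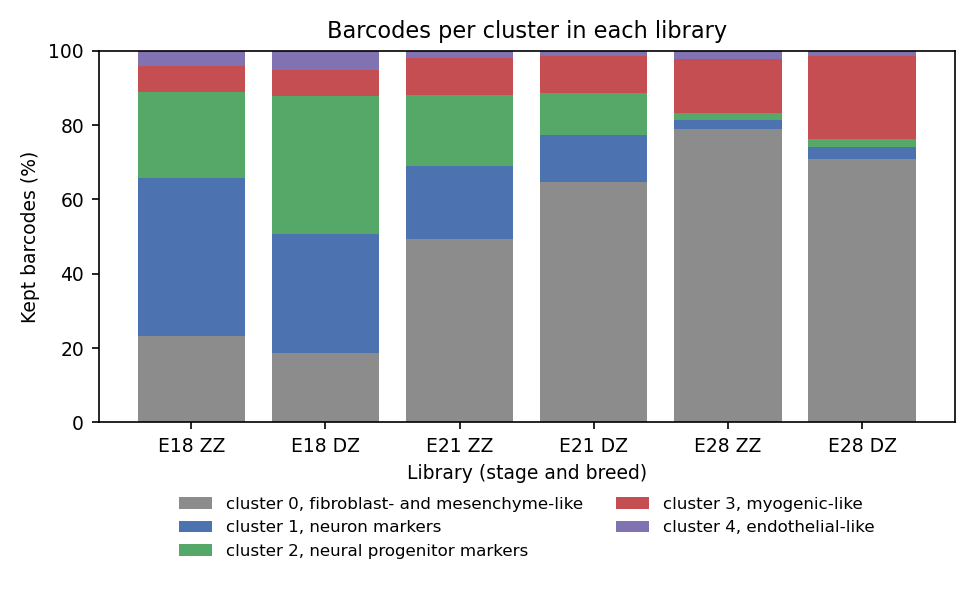
Percentage of kept cells in each of the 5 clusters (stacked bars, y axis) for the 6 libraries (x axis), 1 library per stage and breed. Cluster 0 rose from 18.8% and 23.2% at E18 to 71.0% and 78.9% at E28.

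The myogenic-like share was 7.01% (exact 95% interval 6.54 to 7.496) in E18 ZZ and 7.07% (6.58 to 7.59) in E18 DZ, 9.97% (9.37 to 10.6) in E21 ZZ and 10.2% (9.56 to 10.8) in E21 DZ, and 14.6% (13.9 to 15.4) in E28 ZZ and 22.2% (21.4 to 23.1) in E28 DZ. The DZ share exceeded the ZZ share by 0.0596, 0.192 and 7.58 percentage points at E18, E21 and E28. The exact sign-flip test over the 3 stages gave p = 0.25, the smallest it can give. The alternative that moved these shares most was clustering without balancing between libraries, where 0 cells of either E18 library fell in a cluster named myogenic (0 of 11243 and 0 of 10073, which allows up to 0.0328% and 0.0366%) while 14.5% and 22.4% of the E28 cells did. The windows of the myogenic markers, which had no part in the clustering but gave the cluster its name, were higher in the myogenic-like cells than in the other cells of the same library for 13 of 13 markers in E18 ZZ and E18 DZ, with mean log2 folds of 0.54 and 0.63, against 1.22 and 1.41 at E21 and 1.54 and 1.81 at E28, where 12 of 13 were higher. The exception at E21 and E28 was MYL1, which had no called peak in those libraries.

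Of the 6852 myogenic-like cells, 2097 (30.6%) formed a myocyte-like sub-cluster, with 6 of 8 myocyte markers raised (MYOG, CKM, ACTA1, MYMK, CHRNA1 and TNNI1). The myocyte-like share of myogenic-like cells was 12.7% (exact 95% interval 10.4 to 15.2) in E18 ZZ and 11.8% (9.52 to 14.4) in E18 DZ, 31.6% (28.7 to 34.7) in E21 ZZ and 26.6% (23.8 to 29.6) in E21 DZ, and 34.1% (31.6 to 36.7) in E28 ZZ and 42.7% (40.6 to 44.9) in E28 DZ. The differences DZ minus ZZ were -0.893, -5.01 and 8.60 percentage points, and the exact sign-flip test gave p = 1. The other sub-clusters, with 2624 and 2131 cells, had no raised progenitor markers by the rule used.

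**Figure D3:**
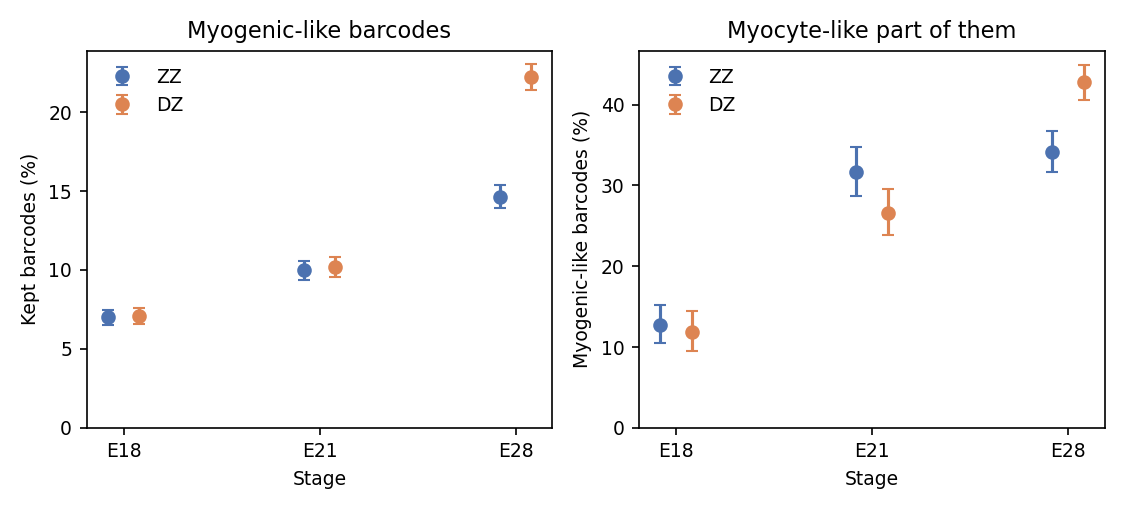
Myogenic-like share of kept cells (left) and myocyte-like share of myogenic-like cells (right), in percent, by stage for ZZ (blue) and DZ (orange); bars are exact 95% binomial intervals, which cover counting error only. The myogenic-like share ranged from 7.01% in E18 ZZ to 22.2% in E28 DZ.

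Myocyte-like cells were compared with the other myogenic-like cells within each library, on 35434 regions that had no part in the clustering. By edgeR 8117 regions passed, 3906 higher and 4211 lower in myocyte-like cells. The setting that moved this count most was the removal of the library block, which left 2106. Of the regions higher in myocyte-like cells 41.8% were intronic and 28.5% distal, of those lower 41.5% and 37.3%, and of all tested regions 34.7% and 29.9%. Among gene windows, CKM was higher in myocyte-like cells by 1.54 ± 0.0956 (log2, SE, adjusted p 1.26e-09), ACTC1 by 1.22 ± 0.104, MYOD1 by 0.63 ± 0.107 and MYOG by 0.61 ± 0.108, each in 6 of 6 libraries. PAX7 changed by -0.20 ± 0.0609 (adjusted p 0.0211) and PAX3 by -0.19 ± 0.0637 (adjusted p 0.0410), each in 6 of 6 libraries. SOX6 was higher by 0.33 ± 0.108 (adjusted p 0.0310) in 4 of 6 libraries, and MYBPC3 changed by -0.40 ± 0.140 (adjusted p 0.0446) and was lower in 5 of 6. CKM and MYOG were also among the genes used to name the sub-cluster, although their windows were kept out of the clustering.

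For EGR1 and RHOB, which the study discusses as a regulator and its predicted target, neither gene window passed between the sub-classes. EGR1 changed by -0.05 ± 0.0747 (adjusted p 0.734, lower in 4 of 6 libraries) and RHOB by 0.11 ± 0.101 (adjusted p 0.506, higher in 3 of 6 libraries). Of the 12 regions within 20 kb of their start sites 1 passed, a distal region upstream of RHOB on chromosome 3 (117788750 to 117790235), which was higher in myocyte-like cells by 0.85 ± 0.287 (adjusted p 0.0322, 6 of 6 libraries), with means of 25.4 against 15.5 CPM. It did not pass without E21 ZZ (adjusted p 0.0523), without E21 DZ (0.112), without E28 DZ (0.0558) or without the library block (0.627). A distal region near EGR1 on chromosome 2 (140434188 to 140434967) was higher in 6 of 6 libraries by 1.29 ± 0.529 and had an adjusted p of 0.0809. The study reports a peak near each start site as the most accessible in myocytes, and neither peak was tested on its own. That of EGR1 falls in a wider region (140438981 to 140448024), which changed by 0.0629 ± 0.0844 (edgeR adjusted p 0.667). For RHOB, regions lay at a like distance on either side of the start site, and the upstream one is that which passed. Which of them holds the peak of the study was not settled.

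The shares of X and Y chromosome counts were measured because each library pooled embryos whose sex was not stated. Over the regions shared by all libraries, X held 1.81% and 1.85% of counts at E18 (ZZ and DZ), 1.90% and 1.89% at E21, and 1.98% and 1.88% at E28. Of all counts, Y held 0.0243%, 0.0199%, 0.0170%, 0.0213%, 0.00535% and 0.0340% in the same order. E28 ZZ had 19 peaks on Y and the other libraries 70 to 93. Of 41 regions of Y with a peak in the other 5 libraries, 30 (73.2%) had none in E28 ZZ, and every one of the 41 that starts at or beyond position 9086322 was among them. The window of EIF1AY (gene body 9687350 to 9704489), named after its values were seen, held 922 and 615 counts at E18 (ZZ and DZ), 412 and 541 at E21, and 730 in E28 DZ, and no peak was called there in E28 ZZ.

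**Figure D4:**
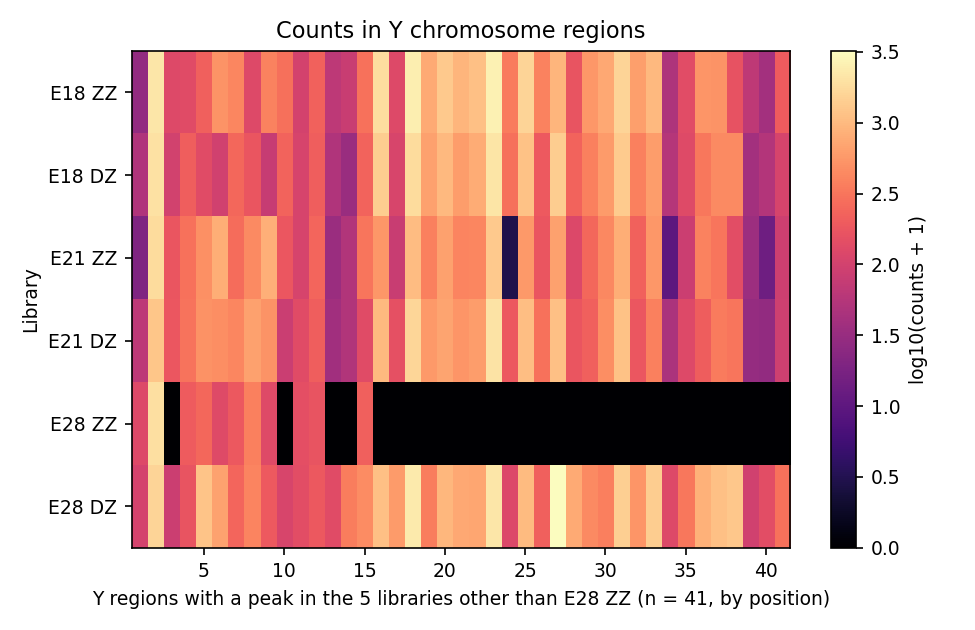
Counts as log10(counts + 1) (colour) in the 41 regions of Y with a peak in the 5 libraries other than E28 ZZ, in order of position (x axis), for the 6 libraries (y axis). In E28 ZZ 30 of the 41 regions had no peak and are drawn at 0.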

Values the study reported

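The study reported 48,514 cells after quality control of its single-cell ATAC-seq libraries. It reported 15 clusters at a resolution of 0.3. For open chromatin it reported exons at about 50%, promoters, introns and distal sequence at about 15% each, and untranslated regions at about 5%.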

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

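The test on depth reported here was chosen only after the result was seen. The myocyte-like share of myogenic-like cells drew attention because the difference between the breeds had opposite directions at E21 and E28. DZ minus ZZ was -5.01 percentage points at E21 (26.6% against 31.6%) and 8.60 at E28 (42.7% against 34.1%). Whether the difference itself changed between the stages was not tested, since each stage and breed had 1 library. The exact 95% intervals overlapped at E21 (28.7 to 34.7 in ZZ and 23.8 to 29.6 in DZ) and were apart at E28 (31.6 to 36.7 and 40.6 to 44.9), and they cover counting error only.

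A difference in depth between barcodes was tested as a technical explanation. The median counts of myogenic-like cells were 12060 in ZZ and 12271 in DZ at E21 and 10372 and 10129 at E28. With both breeds weighted to the same 10 bins of counts per cell, DZ minus ZZ was -5.18 at E21 (95% interval -9.31 to -1.05) and 8.71 at E28 (5.44 to 11.97). These intervals cover counting error over cells only, with no variation between sows or libraries. The differences hardly moved with the weighting. These values argue against depth per cell as the whole cause of the difference between the libraries at either stage. When the myogenic-like cells were divided without balancing between libraries the shares were 18.5% in DZ and 24.0% in ZZ at E21 and 41.1% and 31.1% at E28, and at a Leiden resolution of 1.0 they were 21.6% and 27.1% at E21 and 41.5% and 32.8% at E28, so the directions did not depend on these settings. Each library held embryos of a single sow, and differences in the exact age of the litters, in dissection between libraries, or in the timing of differentiation between the breeds may each give this pattern. None of these was tested, and no value here separates them.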

How the results depend on the processing

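The filter at the scale of fragments, covered length as an offset and the limit on covered length for gene windows were chosen only after the results were seen, and the other alternatives before the data were examined. Where a library is left out, its stage has 1 library, which is assumed to vary like those of the other stages.

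All deposited barcodes, the filter at the scale of fragments and size factors of DESeq2 left each count of regions and gene windows called between stages or breeds within 1.5 times. The same held without a filter on low counts, which removed no region, and for the breeds, where it was run, with autosomes only. Of the 25 single windows and regions reported for E28 against E18, 17 were called, and 7 of these (the MYBPC3 window and 6 regions) kept their direction and stayed past the threshold under each alternative that gave them a value. Over the 25, 354 values under alternatives included 301 with the same outcome, 23 that lost and 9 that gained the threshold, and 21 that changed direction. Windows and regions whose covered lengths differ by more than 1.5 times have no value under that limit.

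With the DESeq2 Wald test the counts were 14219 (E21 against E18), 15466 (E28 against E21) and 159 (DZ against ZZ) for regions, and 7840, 7953 and 527 for gene windows. The cause was not tested. With a peak required in any library alone, E21 against E18 and E28 against E21 each gave 0 regions by edgeR (31759 and 45815 with an unadjusted p under 0.05), and the cause was not tested. Without the breed term E21 against E18 gave 801 windows, and without the stage block DZ against ZZ gave 0 windows by edgeR (83 with an unadjusted p under 0.05, and 527 calls by DESeq2 with the block). The cause was not tested.

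With covered length as an offset the counts for E21 against E18, E28 against E21 and DZ against ZZ were 13854, 25477 and 0 regions (the last with 5331 at an unadjusted p under 0.05 by edgeR) and 4896, 9030 and 23 windows. Between E28 and E18 35956 regions were higher and 5020 lower, where 14929 and 14233 were without it, and 14019 windows were higher and 440 lower. The median log2 change rose to 0.43 over regions and 0.53 over windows, because E28 peaks were shorter. Directions changed for PAX3 (0.33), PAX7 (0.49), MYF6 (0.74), HOXB8 (0.67), MEIS1 (0.63) and the region near MCHR2 on chromosome 1 (-0.52). The windows of MSC (0.38), MYF5 (0.43) and ACTC1 (0.50) gained the threshold in the same direction, with rises under that of the median window. Relative to the median window, PAX3 and PAX7 remained lower and MYF6, HOXB8 and MEIS1 were higher.

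With covered lengths within 1.5 times E28 against E18, E21 against E18 and E28 against E21 gave 9087, 2438 and 2477 of 25935 regions. For windows E28 against E18 gave 2445, E28 against E21 328 and DZ against ZZ 0 of 6428 by edgeR (475 with an unadjusted p under 0.05). Fewer features were tested by construction. The windows of MSC (-0.0867), MYOD1 (-0.20) and SOX6 (-0.0334) changed direction, and the cause was not tested. Promoters alone gave 5751, 18, 419 and 0 windows of 18586 in the order E28 against E18, E21 against E18, E28 against E21 and DZ against ZZ (the last with 502 at an unadjusted p under 0.05), and the changes in direction were MSC (-0.0092), MYOD1 (-0.0131), SOX6 (-0.11), HOXB8 (0.0747), MEIS1 (0.22) and RHOB (-3.66). Of these RHOB alone passed the threshold (adjusted p 0.00227), and with covered length as an offset it passed in the opposite direction (1.44, adjusted p 1.13e-21), against 0.0710 without either. Most of the window is left out by construction, and the cause was not tested further.

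Leaving out each library in turn gave 8740 to 30864 regions for E28 against E18 (lowest without E18 DZ), 0 to 17080 for E21 against E18 (0 without E21 ZZ and without E21 DZ, highest without E28 DZ) and 0 to 16162 for E28 against E21 (0 without E21 ZZ and without E21 DZ, highest without E28 ZZ). With edgeR, E21 against E18 had 16122 and 10655 and E28 against E21 13603 and 13561 regions with an unadjusted p under 0.05 where the count was 0. For windows the ranges were 1519 (without E18 DZ) to 9535, 0 (without E21 ZZ, with 4174 at an unadjusted p under 0.05) to 2884 (without E28 DZ), 28 (without E21 ZZ) to 3128 (without E28 ZZ), and for the breeds 0 (without E21 ZZ, E28 ZZ or E28 DZ, with 606, 915 and 922 at an unadjusted p under 0.05 by edgeR) to 1. Among the named windows the log2 change ranged from -0.12 to 0.45 for MSC, -0.0072 to 0.56 for MYF5, -0.45 to 0.12 for MYF6, -0.0946 to 0.21 for MYOD1, -0.12 to 0.74 for ACTC1 and -0.0444 to 0.14 for RHOB, so their directions are not settled. ACTC1, MSC, MYF5 and MYOD1 fell and MYF6 rose only without an E28 library, and RHOB fell only without E28 DZ. The causes were not tested beyond the smaller number of libraries.

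The percentage of regions shared by all libraries was 27.4% to 30.6% when a library was left out, since fewer sets must overlap, 31.0% with peaks open in at least 1% of barcodes and 18.6% with a reciprocal overlap of 50%. Regions with peaks in 1 breed alone numbered 172 with peaks open in at least 1% of barcodes and 273 on autosomes. Among peaks open in more than 10% of barcodes the shares were 67.3% exon, 15.5% promoter, 0.509% 5′ UTR, 0.496% 3′ UTR, 6.97% intron and 9.22% distal. With promoters ahead of exons the shares were 7.47% exon and 11.101% promoter, by construction. With all deposited barcodes the X share was 1.85% in E18 DZ, 1.89% in E21 ZZ, 1.87% in E21 DZ, 1.98% in E28 ZZ and 1.87% in E28 DZ. Causes not stated were not tested.

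With a lower limit of 5000 counts the myogenic-like share was 10.9% in E21 DZ, 16.5% in E28 ZZ and 24.1% in E28 DZ. With clusters formed without balancing between libraries it was 0% in E18 ZZ and in E18 DZ and 8.94% in E21 ZZ. When the myogenic-like cells of the balanced clusters were divided again without balancing, the myocyte-like share was 0.127% in E18 ZZ, 0% in E18 DZ, 24.0% in E21 ZZ, 18.5% in E21 DZ and 31.1% in E28 ZZ. At a sub-cluster resolution of 1.0 the myocyte-like share was 27.1% in E21 ZZ and 21.6% in E21 DZ. The cause was not tested. The rise of both shares from E18 to E28 kept its direction in each breed under these settings.

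Between myocyte-like and other myogenic-like cells 2106 regions passed without the library block and 6076 to 8097 when a library was left out, and the DESeq2 Wald test (7889), its size factors (8339) and no filter on low counts (8120) stayed near 8117. Without the library block the region near EGR1 at 140455769 changed to -0.27 and that near RHOB at 117782504 to 0.0846, and the region near RHOB at 117788750 lost the threshold (0.80). When a library was left out the ranges were -0.0418 to 0.0862 at 140419760, -0.15 to 0.37 at 140455769 and -0.0192 to 0.13 at 140457776 (EGR1), and 0.40 to 0.75 at 117764135, -0.30 to 0.15 at 117782504 and 0.68 to 1.04 at 117788750 (RHOB). The region at 117764135 passed without E18 ZZ or E18 DZ, and that at 117788750 did not pass without E21 ZZ, E21 DZ or E28 DZ. The cause was not tested.

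In simulated data with the same dispersion for every region, 7% of 2-fold changes between the breeds were recovered.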

Other observations

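The tests on peak length, on library depth, on the mix of clusters, on splits of the libraries, on the edge of the SENP3 peak, on female embryos and on depth per cell were chosen only after the results they measure were seen, and so were the alternative with covered length as an offset and the limit on covered length for gene windows. The tests on the reference, on Y peaks and on forced mixing were chosen before. Every explanation given here is a hypothesis tested on the libraries that show the pattern, and those with tests chosen afterwards were also found on them.

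Counts exist only inside peaks called in each library, and E28 peaks covered less sequence (102 and 108 Mb) than E18 peaks (191 and 168 Mb), so part of the difference between E28 and E18 could come from the length that was called. If counts followed peak length alone, a region could change by the ratio of its longest to its shortest covered length and by the shift that centring adds, 0.44 on the log2 scale. Of the 29162 called regions 4352 (14.9%) exceeded this bound by 2 SE, 3822 of them higher and 530 lower at E28. This argues against peak length as the whole cause, and for the other called regions peak length stays open. The covered length is itself set by the signal, so the offset may also remove real change. The regions with the largest folds were looked at apart. Of the 261 called regions with an absolute log2 fold change of at least 5, 0 had covered lengths within 1.5 times of each other, against 7518 of all 29162 called regions. Called length follows the signal, so a real gain or loss of accessibility would give the same. For these folds as a set, which include the 10 regions named by rule, this count cannot tell peak length from a change of accessibility. Covered lengths in the SORCS1 region differed by 14.68 times, and the interval of its CPM ratio began at 105. Peak length alone falls short there, although the ratio rests on 1 count at E18. For DDAH1 the values were closer (71.21 and 95.9). The ratios of covered lengths lay inside the intervals for FOXP1, KLF14, MCHR2, DYSF and LOC106504553 and above it for WWC1, and CUL1 had no interval. These ratios set the longest against the shortest covered length among all 6 libraries, E21 included. The CPM ratios pool the libraries of a stage, so the length ratios are upper bounds. A ratio inside or above an interval therefore does not show that length accounts for the fold. How large the change of accessibility was at the sites of these large folds stays open, since reads outside called peaks were not analysed here.

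A shift in the mix of cells was tested as another explanation for the difference between E28 and E18, since cluster 0 rose from 23.2% and 18.8% to 78.9% and 71.0% of cells. Within cluster 0 alone 12891 of 36432 regions on even-numbered autosomes passed between E28 and E18 by edgeR, against 13787 with all kept cells on the same chromosomes, and 9978 regions were called in both with the same direction. Of the regions called within the cluster 2535 exceeded by 2 SE the bound from covered length and centring. Within clusters 1, 2, 3 and 4 the counts were 5240, 8461, 13018 and 3043 regions, with 1350, 2903, 3215 and 516 beyond that bound. The log2 fold changes within a cluster followed those of all cells best in cluster 0 (Pearson correlation 0.872 across regions) and less in clusters 3 (0.742), 4 (0.594), 1 (0.575) and 2 (0.482). The calls within clusters argue against a shift between the clusters as the whole cause, and the lower correlations leave room for a part of it. A shift among cell types inside cluster 0 may still contribute and was not tested. Library depth fell with stage, and since the fit scales for depth it can act here only through the length that was called. At E28, the stage with fewer counts, 3822 called regions were higher by more than 2 SE beyond the bound from covered length and centring, which argues against depth as the whole cause. Thinning each library to 81392991 counts in shared regions, the smallest total, left 29006 regions, but it does not undo peak calling at unequal depth. Stage and tissue changed together at E28, and development and the change from somite to myotome remain open as biological explanations.

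Chance cannot be excluded for either comparison between the breeds. With stage as a block only 4 of the 10 splits of the libraries into 3 and 3 part the libraries of every stage, the others compare the libraries of a single stage, and 4 splits cannot give a share under 0.25. The splits of a single stage cannot part breed from library. Those that compare the E28 libraries gave the most calls. The E28 pair also had the lowest correlation of the same-stage pairs across shared regions (0.9198, against 0.9575 at E21 and 0.9765 at E18). The breed test covers a difference common to the 3 stages, so a difference at E28 alone stays open. For regions the real split gave 0 calls by edgeR (3879 regions with an unadjusted p under 0.05, and 159 calls by DESeq2), so that all 4 splits have at least as many by construction and the count says nothing about chance. The highest of the others among these 4 gave 0, with 1105, 2478 and 2281 regions at an unadjusted p under 0.05, each fewer than between the breeds. For gene windows the real split gave 1 call, 1 of the 4 splits gave as many, and the highest of the others among the 4 gave 0 (389, 368 and 603 with an unadjusted p under 0.05). Simulated changes of 4-fold were recovered in 95% of regions and those of 2-fold in 7%, so changes of about 2-fold between the breeds may have been missed. The simulation gave every region the same dispersion. Real features differed in spread, with a breed SE of 0.0568 for the SOX6 window and 0.2411 for MYBPC3. The share of real changes that was missed is therefore not known.

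The call of the SENP3 window rests on the position of a peak edge. The peak at the end of the window differed between DZ and ZZ by 0.0365 ± 0.0875 (mean log2 difference ± SD over 3 stages), and the peak at the start of the gene by 0.139 ± 0.118, although the window held 3899 counts in ZZ and 11784 in DZ at E18. Both differences are far smaller than that of the window, which is consistent with an edge that reached 16 to 57 bp into the window in DZ alone.

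The DZ embryos had a Duroc parent and the assembly comes from a Duroc animal, so mismatches in Tibetan sequence might lower the counts of ZZ. Of the 282 regions with peaks in 1 breed alone 195 were DZ regions, and of the 3879 regions with an unadjusted p under 0.05 between the breeds 63.8% were higher in DZ. When the breeds were exchanged at E18, at E21 or at E28 alone, the same share was 77.2%, 29.7% and 46.6%, so 2 of these 3 splits were more uneven than the breeds. An effect of the reference and chance cannot be told apart with these libraries, and reads were not analysed here. An effect of breed on accessibility is open too.

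E28 ZZ lacked peaks in 30 of the 41 regions of Y that had a peak in the other 5 libraries (73.2%). If depth or peak calling in that library were the cause, autosomal regions of like counts would lack a peak in it as often. Among the autosomal regions matched on their counts 12.7% lacked a peak in E28 ZZ, which argues against depth or peak calling as the cause. A pool of female embryos alone is a candidate explanation, and it could also raise the share of X. That share was 1.98% of counts in E28 ZZ and 1.81% to 1.90% in the other libraries, so it was the highest, but by an amount close to the spread of the others, and X shares differed between stages. A pool without males and another reason for the loss of Y peaks cannot be told apart by this share, since the sex of the embryos was not stated. The 11 regions of Y with peaks in E28 ZZ all lie before position 9086322. Whatever its source, the difference in Y counts between ZZ and DZ at E28 is a difference between pools of embryos.

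Myogenic-like cells at E18 were found only with balancing between libraries, and without it 0 of 11243 and 0 of 10073 E18 cells joined a cluster named myogenic. Mixing forced by the balanced neighbours was tested with the myogenic marker windows, which were kept out of the clustering. In E18 ZZ their mean log2 fold between myogenic-like and other cells was 0.54, with 13 of 13 markers higher, against a median over all windows of -0.07. This argues against forced mixing as the whole cause, but the fold was lower than at E28 ZZ (1.54), and some of the E18 cells in the cluster may have been placed there by the balancing. The same markers gave the cluster its name, from folds averaged over the libraries, so they are not fully independent of the choice of cluster.

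The difference between myocyte-like and other myogenic-like cells was tested against depth, since the myocyte-like cells had a higher median count in each library (10944 to 14275, against 9460 to 11923.5 in the other myogenic-like cells). With the cells of both sub-classes matched on counts per cell in each library 6453 regions passed, and 6381 passed with as many cells taken at random. Of the 6453 regions 6161 were also called, in the same direction, with all cells. These values argue against depth per cell as the source. A difference in differentiation is open as the biological explanation, and doublets of myocytes with other cells were not tested.

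Among peaks open in more than 10% of kept barcodes exons held 67.3%, promoters 15.5%, introns 6.97% and distal sequence 9.22%, and the 5′ and 3′ UTRs 0.509% and 0.496%. The exon share was higher than the value the study gives for its myogenic cells and the promoter share close to it. The intron, distal and UTR shares were lower than the values of the study, which rest on another annotation. Clustering at a resolution of 0.3 gave 5 clusters. This was fewer than in the study, which used other filters and another correction between libraries.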
